A study of Homo sapiens with 16 samples. Its data were reported in "α-Ketoglutarate promotes trophectoderm induction and maturation from naive human embryonic stem cells" (2025).

How the data were processed

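Bulk mRNA-seq was measured in 16 libraries of the human embryonic stem cell line H9, grown as naive embryonic stem (nES) cells or converted for 3 days into human induced trophoblast stem (hiTS) cells. Cells received the cell-permeable ester dm-αKG, the p300/CBP acetyltransferase inhibitor A-485, or the solvent alone. Per the labels, the series has 2 experiment arms, one for each compound, and each arm has its own control libraries. Stage and treatment give 6 groups: 4 control libraries and 2 libraries per compound at each stage. Per the labels and the study's methods, poly(A) RNA was turned into stranded paired-end libraries, and reads were aligned to GRCh38.p13 with STAR 2.7.2d, which also counted them per gene. Which strand column of the aligner's output was deposited is not given in the sources used here. A check of 133 genes that lie wholly inside a gene of the opposite strand gave a median total of 9 counts over all libraries, and antisense genes are treated as uncertain.

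The deposited file holds whole-number counts per gene, which the authors did not normalize. It has 60609 gene identifiers, of which 45 were second copies holding 1 count together and were left out. Symbols and coordinates were taken from GENCODE 44 on GRCh38, and 60295 of the 60564 remaining identifiers (99.6%) had a symbol. The authors used an earlier annotation of the same assembly, so gene boundaries may differ slightly. The file has no rows that name no gene, and 0 per-sample columns were left unused. Total counts ran from 19224410 to 28908395 per library, and 15025 to 16603 genes had at least 10 counts in a library. These depths limit precision mainly for genes of a few CPM (counts scaled to the library total).

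Each comparison was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr at its settings of 10 and 15 counts, robust dispersion and Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 were called. As in the study's methods, nES and hiTS libraries were fitted apart with treatment as the only term, and the controls of both arms were pooled (n = 4 against n = 2). The induction (hiTS controls against nES controls) and the differences of a compound's effect between the stages were contrasts in one fit of all 16 libraries. The difference between the 2 compounds within a stage set each compound against the controls of its own arm. The standard error (SE) of a log2 fold change was its size divided by the square root of F. Confidence intervals used this SE with the normal distribution, so they are narrower than the F test implies. Levels are CPM scaled by TMM over all 16 libraries, given as mean ± SD. Nothing beyond the labels and the methods' mention of biological replicates says that replicates came from separate cultures, so p-values measure the spread between these libraries.

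The genes named in the text follow a rule fixed before the data were examined. It takes the 6 largest changes in each direction among called genes of at least 10 CPM whose libraries do not overlap between the groups, and 3 in each direction for differences of effects. It adds up to 4 called members of each of 31 lists of textbook markers and pathways, and 16 genes the study itself discussed. This last panel and the 3 genes of the mural trophectoderm list come from the study's own report, which includes related data, and are not independent evidence. The polar trophectoderm list holds NR2F2, GCM1, CCKBR and PTN, which the study also named, so it is not fully independent either. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes and adjusted over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. A list needed 3 tested members, so the neuroectoderm list was tested in the hiTS fit and the fit of all libraries only. One member, the polarity gene MPP5, was not matched to a gene and was left out.

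The changes under dm-αKG and A-485 were compared by their correlation across genes, by the overlap of called genes, and by ranking the called genes of dm-αKG within the A-485 changes with fgsea 1.28.0, which started from 10000 permutations because its default gave no score for some sets. Since both compounds share control libraries, 100 data sets without any effect were simulated for the correlation and the overlap, but not for the fgsea scores. A second version used only the controls of the same arm. The edgeR test and camera were tested on simulated counts with 200 changed genes, and the other steps were not. For the comparison of dm-αKG with control, the test recovered 66.2% of genes changed 2-fold among 16690 genes in nES cells and 75.4% among 16967 in hiTS cells. For A-485 the shares were 53% and 56.1%. For the induction the share was 72.6% of 18059 genes. For the difference between compounds the test recovered 28.4% in nES cells and 50.7% in hiTS cells, and for the differences between stages 52.3% (dm-αKG) and 60.6% (A-485).

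The alternatives fixed before the data were examined were the median-of-ratios scaling, no filter on low counts, the study's filter of 10 counts in all, DESeq2 1.42.0, a minimum log2 change of 1, the arm as a term so that each compound meets only its own controls, one fit of all 16 libraries, a fit of 1 arm alone, the replicate number as a block, and leaving out each library in turn. Leaving out each library for the correlations and for the list tests was added after the data had been seen. No library was removed from the main results. Genes of the Y chromosome and XIST are not reported.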

Results

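The series held 16 bulk mRNA-seq libraries of the human embryonic stem (ES) cell line H9. Of these, 8 came from naive ES (nES) cells, a model of the epiblast before implantation, and 8 from day 3 of induction towards trophectoderm, the outer layer of the blastocyst that founds the placenta (hiTS cells). nES cells had received 4 mM dm-αKG, a cell-permeable form of the metabolite and demethylase cofactor α-ketoglutarate, or 1 µM A-485, an inhibitor of the histone acetyltransferases p300 and CBP, for 24 h before collection or induction. Each stage had 4 control libraries, 2 from the dm-αKG arm and 2 from the A-485 arm, and 2 libraries per compound, with 19224410 to 28908395 counts each. Key marker genes lie on GRCh38 (GENCODE 44) at chromosome 13, 27960918 to 27969315, minus strand (CDX2), chromosome 10, 8045378 to 8075198, plus strand (GATA3), chromosome 6, 166157656 to 166168700, minus strand (TBXT), chromosome 12, 7787794 to 7799146, plus strand (NANOG), and chromosome 6, 31164337 to 31180731, minus strand (POU5F1). Changes are given as log2 fold change ± SE and levels as mean ± SD in CPM, counts scaled to the library total. Unless stated, each gene named as risen or fallen also passed against the controls of its own arm and without any single library.

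Stage made the main difference between libraries, with 74.6% of the variance on the first principal component, and the second (12.7%) parted the compounds from the controls. Control replicate 1 of the dm-αKG arm stood apart among nES controls. It had the lowest of the 4 levels in all 9 tested fibroblast and mesoderm genes and the highest in all 16 ATF4 targets and all 13 mitochondrially encoded genes. In hiTS cells, A-485 replicate 2 lay further from the controls than A-485 replicate 3.

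**Figure D1:**
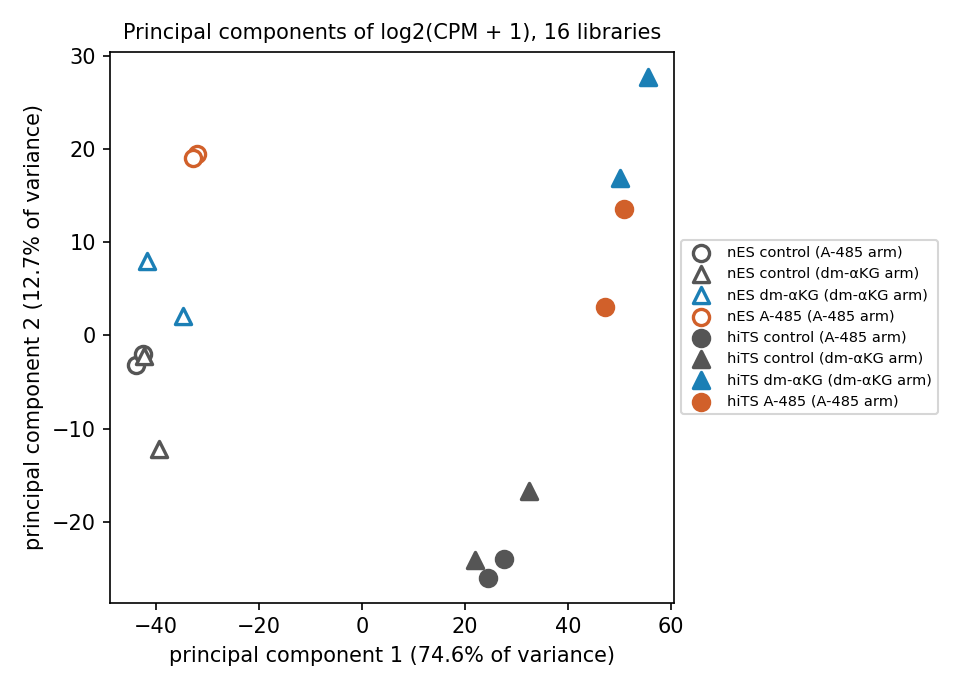
Principal component 1 against principal component 2 of log2(CPM + 1), 1 point per library (open, nES; filled, hiTS; circles, A-485 arm; triangles, dm-αKG arm; colour, treatment). Component 1 held 74.6% of the variance and followed the stage.

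By day 3 of induction, control cells had raised trophectoderm genes and the streak gene TBXT. CDX2, which specifies trophectoderm, rose by 5.96 ± 0.32 (adjusted p = 8.34e-09, n = 4 against n = 4), from 1.01 ± 0.364 to 63.0 ± 23.0 CPM. HAND1 (6.71 ± 0.51), a trophoblast and mesoderm regulator, and GATA3 (2.99 ± 0.45), a trophectoderm regulator, rose too, but GATA3 reached only 8.71 ± 2.57 CPM. TBXT, the streak and early mesoderm factor, rose by 6.29 ± 0.28 to 72.0 ± 16.9 CPM. POU5F1 (-0.44 ± 0.12) and NANOG (-0.93 ± 0.21), which hold pluripotency, fell, and NANOG was still at 127 ± 22.3 CPM.

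The largest rises at 10 CPM or more were P2RY6 (9.64 ± 0.55), a nucleotide receptor gene, VTCN1 (8.53 ± 0.72), an amnion and trophoblast surface gene, PLA2G2A, a phospholipase gene, NRK, a placental kinase gene, SPRY4, a feedback inhibitor of ERK signalling, and PRTG (7.58 ± 0.25), expressed in the early neural plate. The largest falls were LEFTY2 (-7.74 ± 1.12), a NODAL antagonist, COL3A1 (-7.44 ± 0.89), a fibroblast collagen, MYO1G (-6.44 ± 0.29), MT1M, a metallothionein, GREM2, a BMP antagonist, and RRAD (-5.59 ± 0.17). COL3A1, COL1A1 (-3.00 ± 0.58) and VIM (-2.37 ± 0.54) are expressed by fibroblasts, and per the labels nES cells had been grown on mouse feeder fibroblasts before a depletion step.

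In the trophectoderm list, 14 of 17 genes rose, 1 fell and 2 did not pass (camera adjusted p = 6.73e-07, but adjusted p = 0.256 with an estimated correlation). CLDN4 (5.58 ± 0.59), a tight junction gene, and VGLL1 (6.33 ± 0.81), a TEAD cofactor of trophoblast, were among them. All 6 amnion genes rose, GABRP by 7.37 ± 0.80 (camera adjusted p = 0.00179, adjusted p = 0.254 with an estimated correlation). Of 13 genes of primed pluripotency, the state after implantation, 11 rose and 1 fell, with PTPRZ1 up by 5.09 ± 0.45 and THY1 by 3.32 ± 0.31 (camera adjusted p = 0.00121, adjusted p = 0.256 with an estimated correlation). Of 18 naive genes, 1 rose and 15 fell (1 and 16 adjusted over the list alone), including KLF4 (-2.87 ± 0.17), FGF4 and OLAH (camera adjusted p = 1.54e-10, adjusted p = 0.122 with an estimated correlation). KLF17, a naive factor, fell from 69.6 ± 14.1 to 34.2 ± 5.68 CPM. All 10 ERK targets rose, among them DUSP6 (5.09 ± 0.53) and DUSP4 (4.92 ± 0.35) (camera adjusted p = 1.21e-10, adjusted p = 0.0712 with an estimated correlation), and the naive medium, unlike the listed induction medium, held the MEK inhibitor PD0325901. Of 10 WNT targets, 8 rose and 2 fell, LEF1 up by 5.45 ± 0.25 and SP5 by 4.91 ± 0.34 (camera adjusted p = 4.5e-05, adjusted p = 0.0712 with an estimated correlation).

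Metabolic and chromatin genes moved as well. Of 16 hypoxia genes, 13 rose and 1 fell (14 and 1 adjusted over the list alone), with MXI1 up by 2.71 ± 0.21, and of 18 glycolysis genes 10 rose and 2 fell, with SLC2A3, a glucose transporter, up by 1.54 ± 0.19 (camera adjusted p = 0.00456 for both, adjusted p = 0.45 and adjusted p = 0.448 with an estimated correlation). Of 21 TCA cycle genes, 2 rose and 12 fell (camera adjusted p = 0.0271, adjusted p = 0.423 with an estimated correlation). Of 12 histone acetyltransferases, 11 fell and none rose, including CREBBP (-0.62 ± 0.08) and KAT2A (-0.91 ± 0.07), both transcriptional coactivators (camera adjusted p = 0.00029, adjusted p = 0.122 with an estimated correlation). Of 14 p53 targets, 2 rose and 10 fell (3 and 10 adjusted over the list alone), MDM2 by 1.03 ± 0.12 on the log2 scale (camera adjusted p = 0.0155, adjusted p = 0.256 with an estimated correlation). Of 5 neuroectoderm genes, 4 rose (5 adjusted over the list alone; camera adjusted p = 0.0185, adjusted p = 0.122 with an estimated correlation). PAX3, a neural border gene, had no counts in nES controls and reached 2.67 CPM, at least 17.1-fold above a floor of 3 counts. Of the 3 mural trophectoderm genes, which the study itself chose, 2 fell (camera adjusted p = 0.0378, adjusted p = 0.256 with an estimated correlation), and this call ended without A-485 arm hiTS control replicate 2 (0.0503), replicate 3 (0.0522) or dm-αKG arm nES control replicate 1 (0.0889).

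The other 18 lists were not called by camera. Rises and falls were 2 and 7 of 13 core pluripotency genes (adjusted p = 0.0907), 6 and 2 of 9 polar trophectoderm genes (0.0633), 7 and 1 of 9 syncytiotrophoblast and extravillous genes (0.128). For other lineages they were 5 and 1 of 8 primitive streak genes (0.0794), 2 and 6 of 11 extra-embryonic mesoderm and fibroblast genes (0.429), 5 and 3 of 11 hypoblast genes (0.827, median 0.80 and mean 0.35 above 0 while camera pointed down), and 1 and 3 of 9 genes of 8-cell-like cells (0.357). They were 6 and 6 of 22 cholesterol synthesis genes (0.827), 7 and 3 of 17 ATF4 targets (0.415), 2 and 2 of 11 NRF2 targets (0.48). Further lists gave 3 and 4 of 10 AP-1 genes (0.909, median -0.15, mean 0.48, camera down), 7 and 6 of 18 deacetylases (8 and 6 adjusted over the list alone, 0.745), and 4 and 9 of 16 α-ketoglutarate-dependent demethylases (4 and 10 adjusted over the list alone, 0.055). Among the last, TET2 (-2.45 ± 0.42) and TET1 (-0.71 ± 0.06), which oxidize methylated cytosine, fell. They were 2 and 5 of 14 mitosis genes (0.584), 8 and 4 of 18 polarity genes (0.415), 5 and 2 of 8 YAP targets (0.0794), 0 and 4 of 5 NODAL targets (0.0575) and 0 of 13 mitochondrially encoded genes (0.665). Without certain single libraries 6 of these lists were called: the demethylases (without 10 of the 16 libraries, lowest adjusted p = 0.0296), NODAL targets (without 6, lowest 0.0238) and polar trophectoderm (without 2, lowest 0.0209). The others were ATF4 targets (without dm-αKG arm nES control replicate 1, 0.0164), and core pluripotency and streak genes (without hiTS dm-αKG replicate 1, 0.0355 and 0.0395, or replicate 3, 0.0357 and 0.0392). With a replicate block, core pluripotency (0.0333), polar trophectoderm (0.00497), the demethylases (0.0369), YAP (0.022) and NODAL targets (0.00969) were called. That block joins the stages by replicate number, and in the A-485 arm only replicate 2 occurs at both. In all, 10863 of 18059 tested genes were called (5721 up, 5142 down), 10755 with arm as a term, of which 10700 were shared, with 0 reversals of sign. The medium changed together with the stage, so the counts cannot part the cell state from the medium.

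In nES cells, dm-αKG raised trophectoderm regulators to low levels and lowered some pluripotency genes by small amounts. GATA3 rose by 3.63 ± 0.41 (adjusted p = 0.00193, n = 2 against n = 4; own-arm 3.25, adjusted p = 0.0128), from 1.07 ± 0.411 to 13.4 ± 8.28 CPM, and CDX2 by 3.28 ± 0.31 (adjusted p = 0.00116; own-arm 3.37, adjusted p = 0.00805) to 9.86 ± 2.38 CPM. NANOG fell by 0.55 ± 0.10 on the log2 scale (adjusted p = 0.00941; own-arm adjusted p = 0.0475), from 241 ± 6.98 to 165 ± 26.4 CPM, while POU5F1 (-0.21 ± 0.08, adjusted p = 0.154) did not pass. The naive genes KLF4 and DPPA5, which the study reported as lowered by single-cell RNA-seq, did not pass with all libraries. KLF4 was called without dm-αKG arm control replicate 1 (-0.352, adjusted p = 0.0264). Without dm-αKG replicate 1 the changes of KLF4 and DPPA5 were -0.467 and -0.886. TBXT (-0.23 ± 0.39, adjusted p = 0.778) did not pass. GDF15, a secreted stress factor, rose by 1.85 ± 0.26 to 77.8 ± 1.71 CPM.

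The largest rises were ATP6V0D2 (3.69 ± 0.45), a proton pump subunit of lysosomes, GATA3, LRP2, an endocytic receptor, GATA6, a hypoblast regulator, ATP6V0A4, a further proton pump subunit, and RGS3 (2.58 ± 0.34), which dampens G protein signals. LRP2 (3.06 ± 0.58), GATA6 (2.78 ± 0.61) and ATP6V0A4 (2.67 ± 0.51) lost their call against own-arm controls (adjusted p = 0.115, 0.162 and 0.0957) and without 3, 6 and 2 of the 8 libraries. The highest values were 0.0813 without dm-αKG replicate 1 (LRP2), 0.158 without replicate 3 (GATA6), and 0.106 without replicate 1 or 0.0528 without A-485 arm control replicate 2 (ATP6V0A4). The largest falls were TRANK1 (-2.47 ± 0.32), PDZD4 (-1.92 ± 0.23), DMBX1 (-1.81 ± 0.19), a homeobox gene, LRFN5 (-1.78 ± 0.25), JAZF1 (-1.75 ± 0.21) and CCNA1 (-1.67 ± 0.32), a meiotic cyclin whose call ended without dm-αKG replicate 1 (0.0651) or replicate 3 (0.102).

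Among 13 core pluripotency genes, 7 fell and none rose (9 fell adjusted over the list alone; camera adjusted p = 6.17e-08, adjusted p = 0.396 with an estimated correlation), and without any single library this was kept (highest adjusted p = 0.000612). Of 14 mitosis genes, 7 fell and none rose (13 fell adjusted over the list alone), for instance AURKB by 0.47 ± 0.10 on the log2 scale, whose own call ended without 4 libraries (highest adjusted p = 0.0942, dm-αKG replicate 3) and against own-arm controls (adjusted p = 0.0684). The list kept its call without every library (camera adjusted p = 3.47e-09, adjusted p = 0.396 with an estimated correlation). For all lists of this paragraph fewer members passed without certain single libraries, far fewer for mitosis, core, primed and hypoxia genes. Of 16 ATF4 targets, which answer amino acid stress, 4 rose and none fell (10 rose adjusted over the list alone), including ATF3 (1.12 ± 0.17) and SHMT2 (0.64 ± 0.11) (camera adjusted p = 9.38e-10, adjusted p = 0.396 with an estimated correlation). These targets also stood highest in dm-αKG arm control replicate 1, and without it 16 rose. Of 16 hypoxia genes 5 rose (8 adjusted over the list alone), with P4HA2, a collagen hydroxylase, up by 1.09 ± 0.11 (camera adjusted p = 3.43e-06, adjusted p = 0.269 with an estimated correlation). Of 14 p53 targets 2 rose (6 adjusted over the list alone), GADD45A by 1.09 ± 0.12 (camera adjusted p = 0.00152, adjusted p = 0.396 with an estimated correlation). Of 13 primed genes, 1 rose and 7 fell (2 and 7 adjusted over the list alone; camera adjusted p = 0.000679, adjusted p = 0.396 with an estimated correlation).

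Further list calls rested on 1 or 2 libraries. Of 16 trophectoderm genes, 4 rose, none fell and 12 did not pass (8 rose and 1 fell adjusted over the list alone; camera adjusted p = 9.24e-06, adjusted p = 0.409 with an estimated correlation), and without dm-αKG replicate 1 the call ended (0.118). Of 18 naive genes, 1 rose and 7 fell (2 and 9 adjusted over the list alone), among them KHDC3L, an oocyte and embryo gene, from 361 ± 37.1 to 206 ± 34.8 CPM, and ZNF729 (-0.86 ± 0.10) (camera adjusted p = 0.000644, adjusted p = 0.396 with an estimated correlation). This ended without dm-αKG replicate 3 (0.122). Without that same replicate, calls ended for 5 NODAL targets (3 fell; adjusted p = 0.00167, adjusted p = 0.414 with an estimated correlation; 0.0872 without it) and 6 polar trophectoderm genes (2 fell, 3 adjusted over the list alone; adjusted p = 0.013, adjusted p = 0.396 with an estimated correlation; 0.336 without it, and 0.0666 with a replicate block). They also ended for 8 genes of 8-cell-like cells (0 called; adjusted p = 0.0214, adjusted p = 0.628 with an estimated correlation; 0.336 without it) and 11 NRF2 targets (2 rose, 5 up and 1 down adjusted over the list alone; adjusted p = 0.0214, adjusted p = 0.628 with an estimated correlation; 0.468 without it). The last 2 also ended without dm-αKG arm control replicate 1 (0.24 and 0.161). Mitochondrially encoded genes (0 of 13 called; camera adjusted p = 0.0112, adjusted p = 0.699 with an estimated correlation) ended against own-arm controls (0.294) and without dm-αKG replicate 1 (0.52). Of the 3 mural genes, chosen by the study, 1 rose (0.277), and the list was called up without dm-αKG replicate 1 (0.00719). Of 9 fibroblast and mesoderm genes none passed (median -0.71; 0.277), and the list was called down without dm-αKG arm control replicate 1 (0.00839), while camera pointed up against own-arm controls (0.682). Polarity genes (2 up, 1 down of 18, 3 and 1 adjusted over the list alone; 0.155) were called up without A-485 replicate 1 (0.0441) or 2 (0.0388). ERK targets (2 up of 8; 0.291) were called up without A-485 replicate 1 (0.0369), A-485 replicate 2 (0.0322) or dm-αKG replicate 3 (0.0126). The 22 cholesterol and fatty acid genes (1 up; 0.309) were called down without dm-αKG replicate 3 (0.04).

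Demethylase genes moved both ways under dm-αKG: KDM6B, which removes H3K27 methylation, rose by 1.14 ± 0.14, while TET1 (-0.51 ± 0.07) and KDM5B (-0.40 ± 0.07) fell, and the list was not called (2 up, 2 down of 16, 3 and 2 adjusted over the list alone; camera adjusted p = 0.596). CREBBP (-0.01 ± 0.13) and EP300 (-0.07 ± 0.12), which encode the targets of A-485, did not pass. AMOT (1.88 ± 0.28) and OCLN (1.31 ± 0.18), which serve cell polarity, rose, and CGN (-1.01 ± 0.12), a tight junction gene, fell. For dm-aKG versus control in nES cells, edgeR called 1303 of 16690 genes (655 up, 648 down) and 359 with arm as a term, of which 350 were shared, with 0 reversals of sign. Left out 1 at a time, control replicates 1 and 2 of the A-485 arm gave 460 and 537 genes, and A-485 replicates 1 and 2 gave 782 and 788. Control replicates 1 and 3 of the dm-αKG arm gave 2858 and 621. Leaving out dm-αKG replicate 3 gave 630, while the 4 libraries of the dm-αKG arm alone gave 0.

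A-485 in nES cells lowered naive and core pluripotency genes and raised p53 targets. NANOG fell by 1.52 ± 0.10 on the log2 scale (adjusted p = 6.51e-06, n = 2 against n = 4; own-arm adjusted p = 3.08e-05) to 84.0 ± 1.36 CPM, KLF17 by 2.18 ± 0.28 to 15.3 ± 0.269 CPM, KLF4, a naive factor, by 1.36 ± 0.11, and POU5F1 by 0.60 ± 0.09. FGF4, a signal of the epiblast, fell by 3.93 ± 0.17, from 419 ± 59.9 to 27.4 ± 1.93 CPM. CDKN1A, the p53-driven cell cycle inhibitor, rose by 2.05 ± 0.16 and TP53I3, a further p53 target, by 3.25 ± 0.13 to 89.9 ± 3.73 CPM. GATA3 (0.46 ± 0.48, adjusted p = 0.508) did not pass, and CDX2 (1.48 ± 0.33, adjusted p = 0.00664) reached 2.81 ± 0.65 CPM but was not called without A-485 replicate 1 (0.0833).

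The largest rises were COL17A1 (3.77 ± 0.47, 18.5 ± 3.05 to 251 ± 64.3 CPM), a collagen of epithelial junctions, SPP1 (3.58 ± 0.21), a secreted matrix protein, TP53I3, PLAAT5, a lipid acyltransferase, EFNA1, an ephrin, and OLFML3 (2.79 ± 0.26). The largest falls were PCSK1 (-4.82 ± 0.47, 39.4 ± 13.1 to 1.39 ± 0.674 CPM), a prohormone protease, C19orf85 (-4.60 ± 0.38), FGF4, BMP2 (-3.88 ± 0.24), a morphogen, UTF1 (-3.72 ± 0.28), a chromatin factor of pluripotent cells, and CNR2 (-3.66 ± 0.34), a cannabinoid receptor.

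Of 18 naive genes, 1 rose and 14 fell, with OLAH at -2.55 ± 0.12 and DPPA5 at -2.15 ± 0.22 (camera adjusted p = 9.09e-32, adjusted p = 0.0468 with an estimated correlation, the only list called both ways). All 13 core genes fell, including DPPA2 (-1.64 ± 0.18) and L1TD1 (-1.40 ± 0.12) (camera adjusted p = 3.57e-16, adjusted p = 0.166 with an estimated correlation). Of 13 primed genes, 1 rose and 7 fell (1 and 8 adjusted over the list alone), ZIC3 by 1.76 ± 0.17 on the log2 scale (camera adjusted p = 0.00208, adjusted p = 0.398 with an estimated correlation). Of 8 ERK targets, 1 rose and 5 fell (1 and 6 adjusted over the list alone), ETV4 from 42.3 ± 9.52 to 3.69 ± 0.746 CPM and SPRED2 by 2.05 ± 0.21 on the log2 scale (camera adjusted p = 0.000266, adjusted p = 0.394 with an estimated correlation). Of 14 p53 targets 8 rose and none fell (camera adjusted p = 1.89e-06, adjusted p = 0.217 with an estimated correlation). Of 8 YAP targets 5 rose, with NUAK2 at 1.13 ± 0.16 (camera adjusted p = 0.0106, adjusted p = 0.233 with an estimated correlation), but not against own-arm controls (0.0563). These 6 lists kept their calls without every single library, although for some of them fewer members passed without certain libraries.

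Trophectoderm genes split under A-485: 4 rose and 2 fell of 16 (6 and 3 adjusted over the list alone; camera adjusted p = 0.456), with DAB2, an endocytic adaptor, down by 2.05 ± 0.29 on the log2 scale. HAND1 (2.11 ± 0.53) rose but not without A-485 replicate 2 (0.131) or against own-arm controls (0.0895). Streak genes split too, with EOMES (2.63 ± 0.38) and TBXT (1.69 ± 0.33, 2.98 ± 0.516 CPM) up and APLNR (-4.23 ± 0.53) down (2 up, 1 down of 7; camera adjusted p = 0.628, median 0.26, mean -0.06, camera up). Polarity genes (3 up, 6 down of 18; camera adjusted p = 0.0557) included TJP3 (-2.81 ± 0.23), a junction scaffold, and were called without any of 5 libraries (lowest 0.011, A-485 replicate 1). The mitochondrially encoded genes (0 up, 1 down of 13; 0.101) were called down without A-485 arm control replicate 1 (0.00424) or replicate 2 (0.0465). Of the 3 mural genes, chosen by the study, CITED4 rose by 2.01 ± 0.20 and TUBB4A fell by 0.62 ± 0.10 on the log2 scale (0.435). TET1 (-0.73 ± 0.07), TET3 (-0.88 ± 0.16) and KDM4C (-0.92 ± 0.11), all α-ketoglutarate-dependent, fell (2 up, 5 down of 16, 3 and 8 adjusted over the list alone; 0.125). EP300 (-0.04 ± 0.12) did not pass. For A-485 versus control in nES cells, edgeR called 4994 of 16690 genes (2398 up, 2596 down) and 3675 with arm as a term, 3496 of them shared, with 0 reversals of sign. Without A-485 replicate 1 or 2, 2503 or 2169 genes were called.

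The direct test of the compounds against each other in nES cells, each set against its own controls, found differences in single pluripotency genes, and lists were not compared. NANOG (1.02 ± 0.16, adjusted p = 0.00668) and KLF4 (1.21 ± 0.17, adjusted p = 0.00342) were higher under dm-αKG. The p53 target TP53I3 (-2.97 ± 0.24), SV2A (-3.37 ± 0.38), a synaptic vesicle gene, and the imprinted gene NNAT were lower, and TMEM132C (5.29 ± 0.54) was higher. ATP6V0D2 (6.73, 95% confidence interval 4.58 to 8.87) and ATP6V0A4 (5.57 ± 1.18), the proton pump genes, were higher but each lost its call without 4 of 8 libraries (highest adjusted p = 0.0656 without A-485 replicate 1 and 0.149 without replicate 2). GATA3 (2.21 ± 0.73, adjusted p = 0.11) and CDX2 (1.97 ± 0.58, adjusted p = 0.0743) were not shown to differ. Both estimates moved with single libraries. The GATA3 difference was 2.736 without dm-αKG replicate 3, and that of CDX2 was 2.818 without dm-αKG arm control replicate 3. The test called 1038 of 16690 genes (670 higher, 368 lower). This fell to 218 and 239 without control replicate 1 or 2 of the A-485 arm and to 313 and 242 without A-485 replicate 1 or 2.

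Across genes, the effects of both compounds in nES cells correlated at 0.284 (Pearson; 0.253 Spearman), no higher than in simulations without any effect that shared the same control libraries (mean 0.322, highest 0.347). Their covariance was 0.116 against 0.0364 in the simulations, and with own-arm controls, which share none, the correlation was 0.276. Without dm-αKG replicate 3 it was 0.181. Of the called genes, 250 rose under both, 351 fell under both and 121 moved in opposite directions, where independent calls would give 94.1 and 101 joint rises and falls; with own-arm controls 68 and 116 were shared against 16.9 and 22.8. NANOG, DPPA2 and TET1 fell and GADD45A rose under both, whereas PDK1, an inhibitor of pyruvate dehydrogenase, fell under A-485 (-1.04 ± 0.19) and was higher under dm-αKG by direct test (1.61 ± 0.31, adjusted p = 0.0167), a call lost without 4 of 8 libraries (highest 0.0873, A-485 arm control replicate 2). Genes raised or lowered by dm-αKG lay at the matching ends of the A-485 ranking (fgsea scores 2.58 and -3.16, own-arm 2.64 and -3.14). The permutation adjusted p of fgsea was 1e-10, the smallest the run was allowed to give. It permutes genes, which are not independent, and does not measure the spread between libraries. No simulated score was set beside it.

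**Figure D2:**
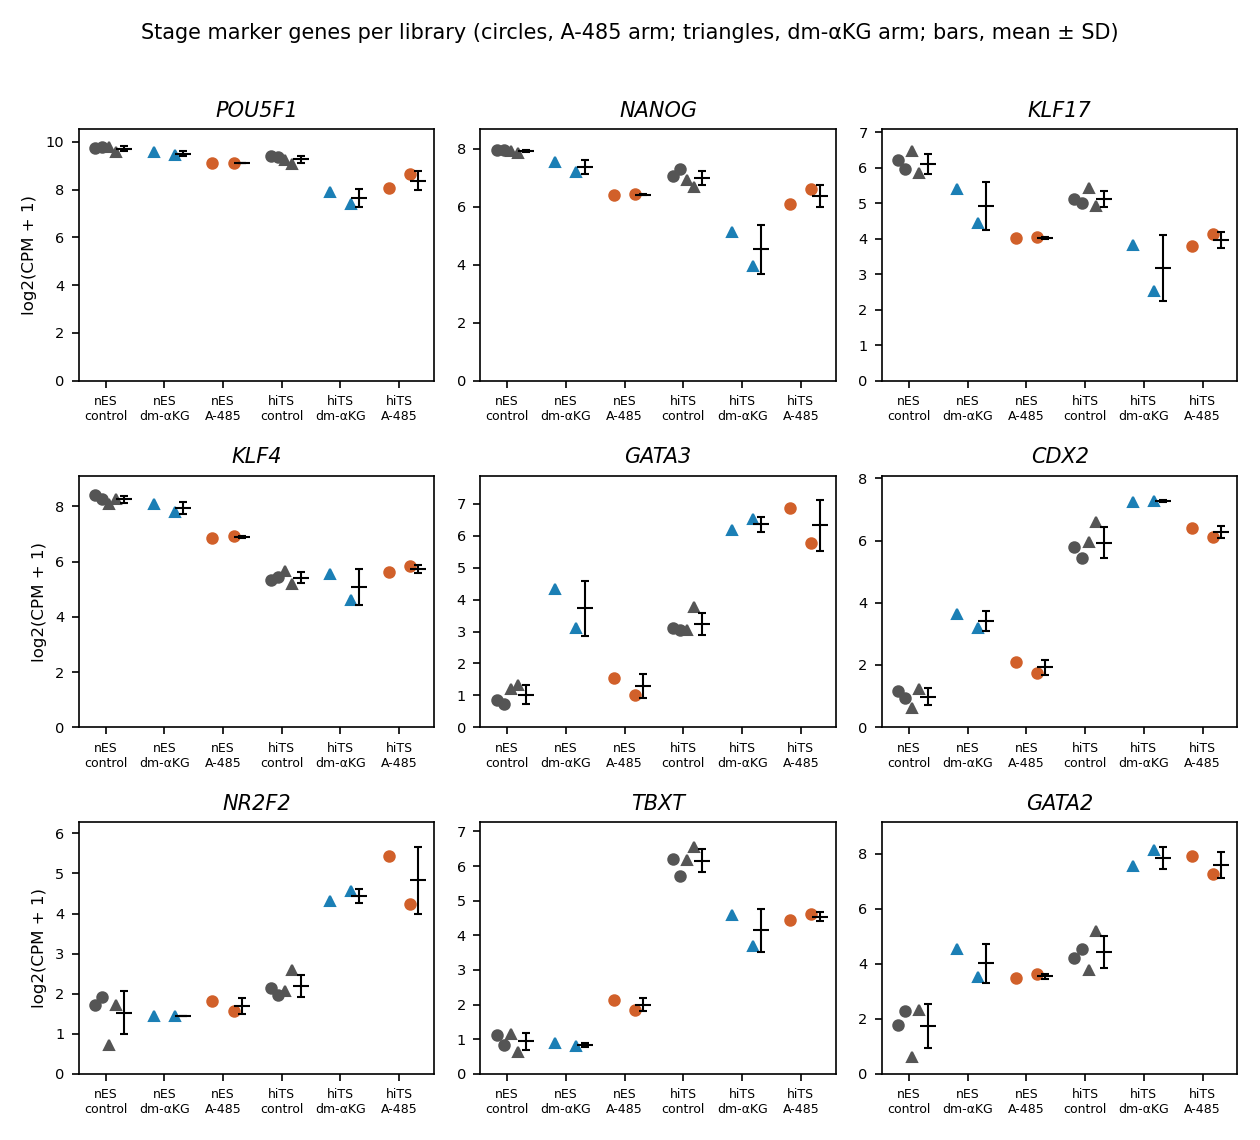
Level of 9 marker genes as log2(CPM + 1) in each library by stage and treatment (circles, A-485 arm; triangles, dm-αKG arm; bars, mean ± SD; n = 4 controls and n = 2 per compound). GATA3 rose to 81.8 ± 13.5 CPM with dm-αKG and 85.3 ± 45.1 CPM with A-485 in hiTS cells, while TBXT fell to 17.4 ± 7.63 and 22.3 ± 2.10 CPM.

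In hiTS cells, dm-αKG raised nearly every trophectoderm gene and lowered pluripotency and streak genes. GATA3 rose by 3.22 ± 0.37 (adjusted p = 0.00103, n = 2 against n = 4; own-arm 3.04, adjusted p = 0.00899), from 8.71 ± 2.57 to 81.8 ± 13.5 CPM, and GATA2, its relative in trophoblast, by 3.40 ± 0.42 to 233 ± 63.4 CPM. NR2F2, a factor of later trophectoderm, rose by 2.49 ± 0.36 to 20.7 ± 2.61 CPM. POU5F1 fell by 1.62 ± 0.23 on the log2 scale, from 621 ± 64.3 to 204 ± 51.5 CPM, NANOG by 2.40 ± 0.41 to 24.2 ± 13.9 CPM and TBXT by 2.05 ± 0.34 to 17.4 ± 7.63 CPM. CDX2 rose to 152 ± 2.83 CPM (1.27 ± 0.30, adjusted p = 0.0179), a call lost without dm-αKG replicate 1 (0.0812) or replicate 3 (0.105).

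The largest rises were TBX2 (3.95 ± 0.47), a T-box gene of trophoblast, KCNV1 (3.74 ± 0.32), a potassium channel subunit, TNFSF8 (3.58 ± 0.49), a cytokine, NOS2 (3.57 ± 0.73), GATA2 and AMBN (3.33 ± 0.39). NOS2, which makes nitric oxide, lost its call without dm-αKG replicate 1 (0.0638) and against own-arm controls (0.0508). The largest falls were PTPRZ1 (-3.69 ± 0.67), THY1 (-3.43 ± 0.51), PCK2 (-2.89 ± 0.22), a mitochondrial PEPCK driven by ATF4, FLRT2 (-2.87 ± 0.33), SFRP2 (-2.77 ± 0.43), a WNT inhibitor, and the antisense gene FOXD3-AS1 (-2.77 ± 0.39), whose strand is uncertain here. PTPRZ1, a primed state gene, lost its call without dm-αKG replicate 3 (0.0706).

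Of 17 trophectoderm genes, 16 rose and none fell (17 rose adjusted over the list alone), among them VGLL1 (2.82 ± 0.37) (camera adjusted p = 1.08e-14, adjusted p = 0.359 with an estimated correlation). Of 9 polar trophectoderm and cytotrophoblast genes 7 rose and none fell (8 adjusted over the list alone), including TP63 (6.52-fold), the cytotrophoblast factor, and PTN (2.83 ± 0.39) (camera adjusted p = 0.000498, adjusted p = 0.359 with an estimated correlation). Of 13 core genes, 1 rose and 10 fell, SOX2 by 2.29 ± 0.32 on the log2 scale (camera adjusted p = 5.68e-05, adjusted p = 0.359 with an estimated correlation). Of 18 naive genes 1 rose and 12 fell (camera adjusted p = 0.00666, adjusted p = 0.627 with an estimated correlation). Of 8 streak genes 4 fell and none rose, including MIXL1 (-2.46 ± 0.30) and APLNR (-2.41 ± 0.22) (camera adjusted p = 0.00208, adjusted p = 0.359 with an estimated correlation). Of 10 ERK targets, 2 rose and 8 fell, with ETV5 down by 2.23 ± 0.29 on the log2 scale and DUSP6 up by 2.99 ± 0.40 (camera adjusted p = 0.000683, adjusted p = 0.359 with an estimated correlation). Of 16 ATF4 targets 13 fell and none rose, among them CHAC1, which degrades glutathione, from 90.0 ± 10.3 to 30.2 ± 3.32 CPM, and PSAT1 (-1.22 ± 0.10), of serine synthesis (camera adjusted p = 1.02e-11, adjusted p = 0.359 with an estimated correlation). Of 11 NRF2 targets 7 rose and none fell (8 adjusted over the list alone), ME1 by 1.30 ± 0.17 and HMOX1 by 1.04 ± 0.12 (camera adjusted p = 0.000582, adjusted p = 0.458 with an estimated correlation). Of 14 mitosis genes 10 rose (11 up and 1 down adjusted over the list alone), MKI67 by 0.55 ± 0.05 (camera adjusted p = 0.00552, adjusted p = 0.359 with an estimated correlation). These 9 lists kept their calls without every single library, although for some of them fewer members passed without certain libraries.

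Further lineage lists were not called. Of 6 amnion genes 3 rose and none fell (median 1.34; camera adjusted p = 0.129), and the list was called up without A-485 arm control replicate 3 (0.0381). Syncytiotrophoblast genes split, with ERVW-1, which fuses trophoblast, up by 2.22 ± 0.21 (4 up, 2 down of 9; camera adjusted p = 0.353), and GATA6 (2.12 ± 0.26) and PDGFRA of the hypoblast list rose (3 up, 1 down of 10; 0.565, median -0.07, mean 0.27). Of 10 fibroblast and mesoderm genes 2 rose (1 adjusted over the list alone; 0.565). Of the 3 mural genes, chosen by the study, 1 rose and 1 fell (0.87). TET2 (2.55 ± 0.29) and TET3 (1.18 ± 0.09) rose and KDM4A (-0.82 ± 0.13) fell among 16 demethylases (4 up, 6 down, 4 and 7 adjusted over the list alone; 0.897). KAT2B, an acetyltransferase, rose by 2.24 ± 0.17, and HDAC9, a deacetylase, fell by 2.54 ± 0.28 on the log2 scale. Primed genes (3 up, 8 down of 13; 0.0801) were called down against own-arm controls (0.00307), with a replicate block (0.000277) and without dm-αKG replicate 1 (0.0189), replicate 3 (0.0133) or dm-αKG arm control replicate 3 (0.0327). NODAL targets (1 up, 4 down of 5; 0.0589) were called without dm-αKG replicate 1 (0.000666), replicate 3 (0.00311) or A-485 arm control replicate 3 (0.0391), and NODAL itself fell by 2.40 ± 0.32 on the log2 scale. Without dm-αKG arm control replicate 3, polarity genes (8 up, 3 down of 18; 0.121) and YAP targets (3 up, 1 down of 8; 0.146) were called up (0.0172 and 0.0238). For dm-aKG versus control in hiTS cells, edgeR called 7418 of 16967 genes (3677 up, 3741 down) and 5590 with arm as a term, 5490 of them shared, with 0 reversals of sign. Without dm-αKG replicate 3, 4459 genes were called.

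A-485 in hiTS cells also raised trophectoderm genes, and some pluripotency genes fell. GATA3 rose by 3.29 ± 0.37 (adjusted p = 0.00203, n = 2 against n = 4; own-arm 3.50, adjusted p = 0.00978) to 85.3 ± 45.1 CPM, GATA2 by 3.15 ± 0.42, NR2F2 by 3.03 ± 0.36 and TP63 by 3.10 ± 0.27. NANOG (-0.64 ± 0.36, adjusted p = 0.237) and CDX2 (0.28 ± 0.32, adjusted p = 0.552) did not pass. Without dm-αKG arm control replicate 3, CDX2 was called (0.55, adjusted p = 0.0226). POU5F1 (-0.89 ± 0.22, adjusted p = 0.0238) and TBXT (-1.70 ± 0.33, adjusted p = 0.0107) fell, but POU5F1 lost its call without 3 of 8 libraries (highest 0.159, A-485 replicate 2) and TBXT without A-485 replicate 2 (0.123) or replicate 3 (0.0574). DPPA2, a core pluripotency gene, fell as well (95% confidence interval -1.40 to -0.71).

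The largest rises were NOS2 (4.20 ± 0.72; 51.0 ± 52.3 CPM, so the 2 libraries differed widely), TBX2 (3.47 ± 0.48), GATA3, COL6A3 (3.24 ± 0.28), a matrix collagen, GJD2, a gap junction gene, and GATA2. The largest falls were MIXL1 (-1.82 ± 0.28), GAP43 (-1.73 ± 0.36), a neuronal growth gene, TBXT, SCARA5 (-1.67 ± 0.29), a ferritin receptor, RBP1 (-1.63 ± 0.11), which binds retinol, and DCLK1 (-1.59 ± 0.28). Without A-485 replicate 2, MIXL1, GAP43, SCARA5 and DCLK1 lost their calls (0.05, 0.0725, 0.0614 and 0.0933).

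Of 17 trophectoderm genes 16 rose and none fell, VGLL1 by 2.71 ± 0.38 (camera adjusted p = 2.18e-15, adjusted p = 0.392 with an estimated correlation). Of 9 polar genes 7 rose and none fell (8 adjusted over the list alone; camera adjusted p = 1.18e-06, adjusted p = 0.344 with an estimated correlation). Of 6 amnion genes 4 rose, TNC by 2.51 ± 0.22 (camera adjusted p = 0.00248, adjusted p = 0.392 with an estimated correlation). Of 8 streak genes 5 fell, among them APLNR (-1.40 ± 0.20) and WNT3 (-1.18 ± 0.22) (camera adjusted p = 0.00152, adjusted p = 0.392 with an estimated correlation). Of 16 ATF4 targets 12 fell and none rose, including CHAC1 (-1.02 ± 0.11) and GDF15 (-0.98 ± 0.12) (camera adjusted p = 5.26e-08, adjusted p = 0.392 with an estimated correlation). Of 13 core genes 5 fell and 8 did not pass (camera adjusted p = 0.0312, adjusted p = 0.647 with an estimated correlation). These 6 lists kept their calls without every library, although fewer of their members passed without certain single libraries. Of 11 NRF2 targets 4 rose (5 adjusted over the list alone), GCLM by 0.75 ± 0.10 (camera adjusted p = 0.0235, adjusted p = 0.694 with an estimated correlation), which ended without A-485 replicate 2 (0.163). Of 8 genes of 8-cell-like cells 3 fell, with TPRX1 from 1.14 ± 0.0988 to 0.228 ± 0.0700 CPM (camera adjusted p = 0.0471, adjusted p = 0.392 with an estimated correlation), which ended without A-485 arm control replicate 3 (0.0557), A-485 replicate 3 (0.0982) or dm-αKG arm control replicate 1 (0.0666), and with a replicate block (0.0813).

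Naive genes (1 up, 5 down of 18; camera adjusted p = 0.0789) were called down without A-485 replicate 3 (0.0494), dm-αKG replicate 1 (0.00423) or dm-αKG replicate 3 (0.00431), and with a replicate block (0.0394). Mitosis genes (8 up, 1 down of 14; 0.113), polarity genes (7 up, 2 down of 18; 0.127) and primed genes (3 up, 3 down of 13, 3 and 5 adjusted over the list alone; 0.914) were not called, but polarity genes were without dm-αKG arm control replicate 3 (0.0223) and primed genes with the replicate block (0.0394). The block also called 8 YAP targets up (4 up, 1 down; 0.0274, against 0.239). Of 5 NODAL targets 2 fell (0.175, and 0.0157 or 0.0164 without dm-αKG replicate 1 or 3), and of 18 glycolysis genes 2 rose and 5 fell (3 and 5 adjusted over the list alone; 0.35, and 0.0349 without A-485 replicate 3). MKI67 (0.41 ± 0.05) and EZR (0.77 ± 0.10), of the apical membrane, rose. Of the 3 mural genes, chosen by the study, 2 fell (0.427). CYP19A1, the placental aromatase, rose by 4.41 ± 0.49 to 4.47 ± 2.60 CPM. As under dm-αKG, TET2 (2.22 ± 0.29), TET3 (1.07 ± 0.10) and KAT2B (2.19 ± 0.17) rose. CREBBP (0.10 ± 0.05) and EP300 (0.10 ± 0.06) did not pass. For A-485 versus control in hiTS cells, edgeR called 5360 of 16967 genes (2754 up, 2606 down) and 4282 with arm as a term, 4022 of them shared, with 0 reversals of sign. Without A-485 replicate 2, 1776 genes were called.

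**Figure D3:**
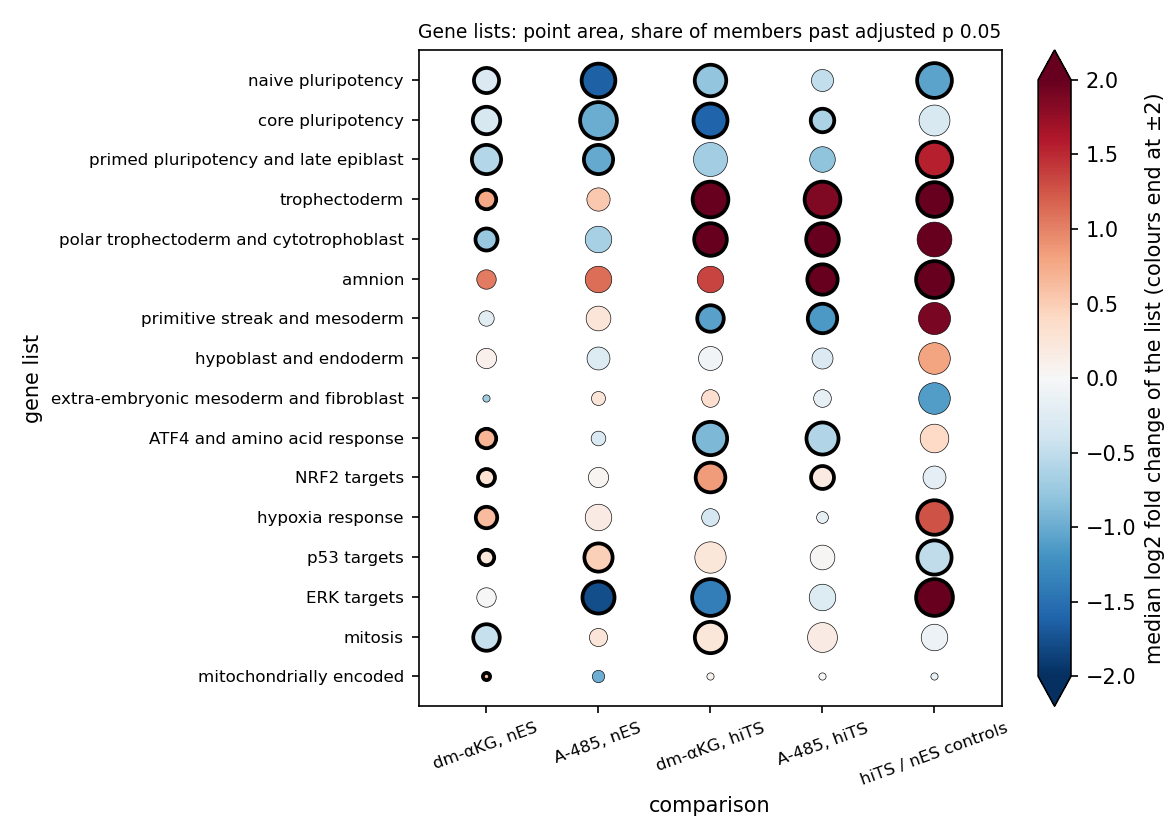
Median log2 fold change (colour) of 16 gene lists in 5 comparisons, with point area for the share of members past adjusted p 0.05 and a thick outline for lists called by camera. Trophectoderm genes rose in hiTS cells (median 2.28 with dm-αKG, 1.87 with A-485), and core pluripotency genes fell under dm-αKG (-1.60).

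In hiTS cells the 2 compounds had closely related effects. Across genes these correlated at 0.834 (Pearson; 0.833 Spearman), against a mean of 0.311 (highest 0.352) in simulations that shared the control libraries. The covariance was 0.457 against a simulated 0.0215, and the correlation with own-arm controls, which share none, was 0.817. Without A-485 replicate 2 or 3 it was 0.692 or 0.734, and without dm-αKG replicate 1 or 3 it was 0.753 or 0.740. Of the called genes 2354 rose under both, 2198 fell under both and 5 moved in opposite directions, where independent calls would give 597 and 575; with own-arm controls 1875 and 1656 were shared against 361 and 344. GATA3, TBX2, TET2 and KAT2B rose, and CHAC1, APLNR and LEFTY1 fell, under both. Genes raised or lowered by dm-αKG lay at the matching ends of the A-485 ranking (fgsea scores 4.36 and -4.94, own-arm 4.59 and -4.95). The permutation adjusted p of fgsea was 1e-10, the smallest the run was allowed to give, and here too it permutes genes and not libraries.

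**Figure D4:**
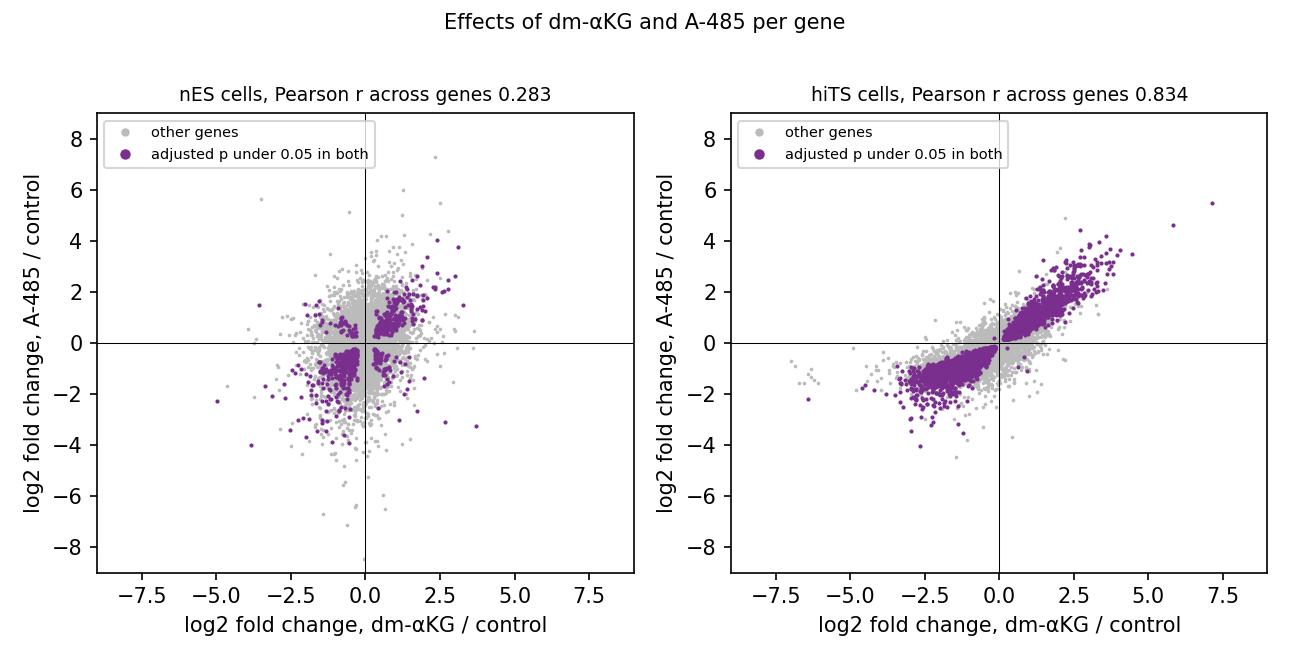
Log2 fold change under A-485 against that under dm-αKG, 1 point per tested gene, in nES (left) and hiTS cells (right), with genes past adjusted p 0.05 in both in purple. The Pearson correlation was 0.284 in nES and 0.834 in hiTS cells.

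No gene was shown to differ between the compounds in hiTS cells. NANOG (-1.38 ± 0.60), TBXT (-0.74 ± 0.48), GATA3 (-0.46 ± 0.68), NR2F2 (-0.90 ± 0.66) and CDX2 (0.30 ± 0.34) all had an adjusted p of 1. edgeR called 0 of 16967 genes, with 752 at an unadjusted p under 0.05, while DESeq2 called 13 and the direct comparison of treated libraries 31. Leaving out dm-αKG arm control replicate 3 or dm-αKG replicate 1 gave 1 or 13 genes. The loss of NANOG under dm-αKG alone is therefore not shown to be specific to it.

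The effects of both compounds differed between nES and hiTS cells. nES cells were collected right after 24 h of compound and hiTS cells after 3 days of induction in another medium, so stage, time since treatment and medium cannot be parted. For dm-αKG, the effect on NANOG was lower in hiTS than in nES cells by 1.84 ± 0.37 on the log2 scale (adjusted p = 0.00477) and that on POU5F1 by 1.40 ± 0.22, while the effect on GATA3 was not shown to differ (-0.40 ± 0.65, adjusted p = 0.72). GDF15, raised in nES and lowered in hiTS cells, differed by -2.65 ± 0.34, and PDK1 by -1.74 ± 0.27. NR2F2 (2.72 ± 0.61) responded more in hiTS cells, though not against own-arm controls (adjusted p = 0.0714). CDX2 (-2.02 ± 0.48, adjusted p = 0.0111) rose more in nES cells, a call lost without nES dm-αKG replicate 1 (0.0674). The largest differences were GJD2 (6.16 ± 1.07), TNFSF8 (5.24 ± 0.89), NOS2 (5.22 ± 1.30), SMIM10L2A (-3.78 ± 0.22), NIBAN1 (-4.80 ± 0.57), an ATF4 target, and UNC93A (-5.47 ± 0.86); NOS2 lost its call without 3 of 16 libraries (highest 0.0825, nES dm-αKG replicate 1) and against own-arm controls (0.0635). For the dm-aKG effect in hiTS cells minus effect in nES cells, 3717 of 18059 genes were called (1788 up, 1929 down), 1901 with own-arm controls, 1856 of them shared, and 1831 without hiTS dm-αKG replicate 3.

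For dm-αKG, ATF4 targets had the lowest camera value of the lists (13 of 17 lower in hiTS cells, 14 adjusted over the list alone; camera adjusted p = 1.84e-15, adjusted p = 0.381 with an estimated correlation). Calls held also for mitosis genes (11 of 14 higher; 1.41e-10, adjusted p = 0.381 with an estimated correlation) and polar trophectoderm genes (4 of 9 higher, 5 adjusted over the list alone; 0.00147, adjusted p = 0.381 with an estimated correlation). Of the polar genes TP63, ELF5 and SIGLEC6 were too low to be tested in nES cells, and the 6 tested in both stages gave 0.000207, a test chosen after the data had been seen. Calls for trophectoderm (6 up, 1 down of 17, 7 and 1 adjusted over the list alone; 0.0048, adjusted p = 0.712 with an estimated correlation), streak (3 of 8 lower, 5 adjusted over the list alone; 0.0108, adjusted p = 0.479 with an estimated correlation), and ERK genes (4 of 10 lower, 6 adjusted over the list alone; 0.00236, adjusted p = 0.479 with an estimated correlation) each ended without some library. So did those for hypoxia (4 of 16 lower, 1 up and 9 down adjusted over the list alone; 0.00507, adjusted p = 0.712 with an estimated correlation), core (3 up, 7 down of 13; 0.0318, adjusted p = 0.712 with an estimated correlation) and naive genes (1 up, 7 down of 18, 2 and 8 adjusted over the list alone; 0.0496, adjusted p = 0.805 with an estimated correlation). These were nES dm-αKG replicate 3 for trophectoderm (0.17), nES dm-αKG replicate 1 for streak and ERK (both 0.113), hiTS dm-αKG replicate 1 for hypoxia (0.0916), and nES dm-αKG replicate 1 (0.299) or nES control replicate 1 of that arm (0.116) for core genes. Naive genes lost their call without 6 of 16 libraries (highest 0.299, nES dm-αKG replicate 1).

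For A-485, TBXT rose in nES and fell in hiTS cells, a difference of -3.40 ± 0.46 (adjusted p = 0.000173). KLF4 (1.69 ± 0.28), KLF3 (1.21 ± 0.25) and NR2F2 (2.87 ± 0.58) had higher effects in hiTS cells and GDF15 a lower one (-1.67 ± 0.34). GATA3 (2.85 ± 0.78, adjusted p = 0.0224) lost its call without 4 of 16 libraries (highest 0.103, nES A-485 replicate 2) and against own-arm controls (0.169). The largest differences were the antisense gene LCMT1-AS2 (6.98 ± 1.64), ETV1 (5.51 ± 1.19), an ERK-driven factor, DYSF (4.86 ± 0.38), a membrane repair gene, SPP1 (-4.82 ± 0.34), BCAN (-3.53 ± 0.27), a brain proteoglycan, and TBXT. For the A-485 effect in hiTS cells minus effect in nES cells, 3613 of 18059 genes were called (1986 up, 1627 down), 2666 with own-arm controls, 2465 of them shared, and 2238 and 2127 without nES and hiTS A-485 replicate 2.

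For A-485, naive genes fell less in hiTS than in nES cells (11 of 18 with a positive difference; camera adjusted p = 9.15e-10, adjusted p = 0.176 with an estimated correlation), as did core genes (6 of 13; 1.73e-05, adjusted p = 0.221 with an estimated correlation). Their median changes in nES cells were -1.627 and -0.995, and camera pointed down for both lists in hiTS cells too. Differences were also positive for trophectoderm genes (7 of 17; 8.19e-05, adjusted p = 0.478 with an estimated correlation), polarity genes (8 of 18, 9 adjusted over the list alone; 6.69e-05, adjusted p = 0.0871 with an estimated correlation), ERK targets (3 up, 1 down of 10; 0.000241, adjusted p = 0.221 with an estimated correlation) and polar genes (4 up, 1 down of 9, 5 and 1 adjusted over the list alone; 0.00461, adjusted p = 0.221 with an estimated correlation; 0.00176 for the 6 tested in both stages). p53 targets had lower effects (8 of 14, 2 up and 10 down adjusted over the list alone; 1.91e-05, adjusted p = 0.0884 with an estimated correlation). Streak genes (1 up, 4 down of 8, 1 and 6 adjusted over the list alone; 0.00837, adjusted p = 0.336 with an estimated correlation) lost their call without nES A-485 replicate 2 (0.0557) or hiTS A-485 replicate 2 (0.104). Primed genes (4 up, 1 down of 13; 0.0311, adjusted p = 0.502 with an estimated correlation) lost theirs against own-arm controls (0.12) and without 3 of 16 libraries (highest 0.094, nES A-485 replicate 2). ATF4 targets (4 of 17 lower; 0.252) were called down against own-arm controls (0.00113) and without dm-αKG arm nES control replicate 1 (0.000618).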

Values the study reported

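Under control conditions, the study reported that about 11% of cells were positive for GATA3 by day 3 of the induction and about 20% were positive for TBXT. By single-cell RNA-seq, it reported that 91.4% of hiTS cells given dm-αKG for 24 h were close to trophectoderm, while 41.9% of control hiTS cells were annotated as trophectoderm. In nES cells given dm-αKG, it reported 2,479 chromatin elements with lower and 793 with higher accessibility. These are shares of cells and counts of chromatin elements, which the bulk counts described above do not measure.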

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

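All tests of explanations in this part were chosen after the results had been seen. Of 100 sets of 4 control libraries checked, 11 held a library far from the other 3, where chance would mark about 1 in 20, or 5. In nES cells all 6 were control replicate 1 of the dm-αKG arm. Its mean log2 CPM was 0.436 over amnion genes (others 0.617 to 0.638), 1.536 over genes of 8-cell-like cells (0.782 to 0.802), 5.32 over NRF2 targets (5.803 to 5.827) and 4.495 over deacetylases (4.367 to 4.382), and it held 47.58 CPM of KLF3 (79.3 to 80.9) and 118.37 CPM of CREBBP (147.08 to 148.77). In hiTS cells the trophectoderm mean was 5.706 in control replicate 3 of the dm-αKG arm (5.053 to 5.138 elsewhere), with GATA3 at 12.55 CPM (7.21 to 7.73). The fibroblast and mesoderm mean was 1.811 in control replicate 2 of the A-485 arm (2.159 to 2.19), with VIM at 3.27 CPM (11.09 to 11.39), and the deacetylase mean was 4.451 in control replicate 1 of the dm-αKG arm (4.513 to 4.522).

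A test of the difference marked effects that differed between nES and hiTS cells, where stage, time since treatment and medium changed together. For dm-αKG these were 3717 genes, led by GJD2 (6.16), TNFSF8 (5.235), NOS2 (5.217), SMIM10L2A (-3.775), NIBAN1 (-4.799) and UNC93A (-5.47). The lists, with their median differences, were naive (-0.629), core (-1.311), trophectoderm (0.911), polar trophectoderm (2.402), streak (-1.709), hypoxia (-0.843), ATF4 (-1.606), mitosis (0.734) and ERK genes (-1.463). For A-485 they were 3613 genes, led by LCMT1-AS2 (6.977), ETV1 (5.514), DYSF (4.864), TBXT (-3.396), BCAN (-3.527) and SPP1 (-4.821), and the naive (1.214), core (0.596), primed (0.758), trophectoderm (1.35), polar trophectoderm (3.415), streak (-1.449), p53 (-0.5), polarity (0.528) and ERK lists (1.748). With an estimated correlation none of these lists was called (adjusted p from 0.381 to 0.805 for dm-αKG and from 0.0871 to 0.502 for A-485), and some calls rest on 1 library, as given above. Of the 9 polar genes 3 were not tested in nES cells.

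The first pattern weighed is the nES control that stood apart. Fewer carried-along mouse feeder cells could lower its fibroblast genes (9 of 9 lowest, median shift -1.025), but genes of at least 10 CPM shifted by amounts that differed by 2.06 on the log2 scale, from -0.73 to -2.79, and with no mouse genome at hand this could not be settled. A lower share of fibroblast RNA does not account for its high ATF4 targets, whose median shift lay 0.835 above that of core pluripotency genes. Its 13 mitochondrially encoded genes were also all the highest (median shift 1.31), and trophectoderm genes tended to be low (11 of 16 lowest). The design gives no group that would let a biological explanation be tested.

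The second pattern is the drop from 1303 to 359 genes for dm-αKG in nES cells against own-arm controls. An offset between the arms would shrink the changes, but the median own-arm change was 0.95 of the pooled one, and only 1 gene differed between the control arms (857 at an unadjusted p under 0.05). Fewer control libraries could do it by lower precision, and the SE was 1.18 times larger in the median. In hiTS cells the ratio for dm-αKG was 1.17, and 5590 genes passed against 7418. A larger SE comes with fewer controls in any comparison, so it cannot show that precision was the cause. The nES control that stood apart also belongs to the own-arm controls. With pooled controls, leaving it out raised the count of genes, as given above, while leaving out any other control lowered it. Own-arm controls without it were not tested, so its share in the drop is open. No biological explanation was tested.

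The third pattern is the closer likeness of the 2 compounds in hiTS cells. Shared controls do not account for it, since own-arm controls gave 0.817. Subtracting simulated noise left 0.2832 in nES cells and 0.9149 in hiTS cells, so noise of the simulated kind does not either. The simulation drew each gene apart, with the same spread in all groups. Noise that moves many genes together, as in the nES control that stood apart, was not simulated and is not excluded. A change in the mixture of cells, such as more trophectoderm-like cells under both compounds, could produce the likeness as well as a common change within cells. Bulk counts cannot part the 2. For dm-αKG, the study's single-cell RNA-seq placed a larger share of treated than of control hiTS cells near trophectoderm, as given above. That single-cell experiment had no A-485 sample.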

How the results depend on the processing

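Leaving out each library for correlations and list tests, and keeping only list members tested in both stages, were chosen after the data had been seen, and the other settings before. For counts of genes, lists and correlations, 208 alternative values stayed near the main one and 56 moved, for counts by over 1.5 times. For lists under an estimated correlation, fry, own-arm controls or the replicate block, 512 kept their call, 66 lost it and 34 gained one. Of 2464 list tests without 1 library, 114 changed (33 lost their call and 81 gained one). For named genes 10975 values kept their call, 962 lost it, 80 gained one and 1 turned round: VIM under dm-αKG in nES cells, uncalled either way, was 0.64 with the replicate block.

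Other settings moved these values, and the cause was not tested where none is named. For dm-aKG versus control in nES cells (1303), no filter gave 2171, DESeq2 2019, own-arm controls 359, all 16 libraries in one fit 2492 and the 4 libraries of the arm 0, a fit with few degrees of freedom. A minimum log2 change of 1 left, by its construction, 367 (dm-αKG, nES), 1780 (A-485, nES), 2595 (dm-αKG, hiTS), 1494 (A-485, hiTS), 4303 (induction), 609 (difference of compounds, nES), 1669 and 1698 (differences between stages, dm-αKG and A-485). The dm-aKG effect minus A-485 effect in nES cells gave 1923 without a filter and 3954 by direct comparison of treated libraries, and the dm-aKG effect minus A-485 effect in hiTS cells 160, 31 and, with DESeq2, 13. Its main test already used own-arm controls, so that alternative was not run apart. Own-arm controls gave 1901 for dm-αKG between stages. Among genes of at least 10 CPM the correlations were 0.3316 (nES) and 0.9196 (hiTS). Camera with an estimated correlation called 0 lists (dm-αKG, nES), 1 (A-485, nES), 0 and 0 (hiTS) and 0 (induction), and fry 1 (dm-αKG, nES), 9 (A-485, nES), 17 (dm-αKG, hiTS), 10 (A-485, hiTS) and 22 (induction).

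Replicate numbers were taken from the sample titles and treated as names, with 2 pairs per compound and stage. Same-numbered libraries deviated together at 0.32 and 0.21 (nES, dm-αKG and A-485) and 0.43 and 0.27 (hiTS). For hiTS libraries of the A-485 arm, the headers of the count columns give other numbers than the titles. In that arm only number 2 occurs at both stages, so the block of the induction rests on fewer links there. With the replicate block, counts were 1150 (dm-aKG versus control in nES cells), 5131 (A-485 versus control in nES cells), 7025 (dm-aKG versus control in hiTS cells), 5988 (A-485 versus control in hiTS cells), 10178 (hiTS controls versus nES controls), 3340 (dm-aKG effect in hiTS cells minus effect in nES cells), 4167 (A-485 effect in hiTS cells minus effect in nES cells), 2127 (dm-aKG effect minus A-485 effect in nES cells) and 11 (the same in hiTS cells).

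Left out 1 at a time, with a lone library assumed to vary like the other groups, libraries gave 460 to 2858 genes (dm-aKG versus control in nES cells), 2169 to 5948 (A-485 versus control in nES cells), 4459 to 7648 (dm-aKG versus control in hiTS cells), 1776 to 5410 (A-485 versus control in hiTS cells) and 10048 to 11333 (hiTS controls versus nES controls). They gave 218 to 1432 (dm-aKG effect minus A-485 effect in nES cells), 0 to 13 (the same in hiTS cells), 1831 to 4954 (dm-aKG effect in hiTS cells minus effect in nES cells) and 2127 to 4393 (A-485 effect in hiTS cells minus effect in nES cells). Correlations ran from 0.1812 to 0.3114 (nES) and 0.692 to 0.8561 (hiTS). Depth limits genes of a few CPM, such as ELF5 and SIGLEC6 (0.0914 and 0.0355 CPM in hiTS controls, under a floor of 0.156).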

Other observations

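The tests of hypotheses in this part were chosen after the results had been seen. Single genes of mitochondrial metabolism fell in hiTS cells under both compounds. SUCLA2, of succinyl-CoA synthetase, fell by 0.91 ± 0.10 (dm-αKG) and 0.57 ± 0.10 (A-485) on the log2 scale, and PDHB, of pyruvate dehydrogenase, by 0.78 ± 0.10 and 0.69 ± 0.10. As a list the 21 TCA cycle and pyruvate dehydrogenase genes were not called, with 6 up and 3 down under dm-αKG (camera adjusted p = 0.87) and 0 up and 4 down under A-485 (adjusted p = 0.113). Without A-485 arm control replicate 3 the A-485 value was 0.0445. Lipid synthesis genes SCD (0.67 ± 0.07 and 0.56 ± 0.08) and FASN (0.75 ± 0.12 under dm-αKG) rose. The 22 cholesterol and fatty acid genes (9 up and 2 down under dm-αKG, 10 and 2 adjusted over the list alone) were called up without hiTS dm-αKG replicate 1 (0.0218; with all libraries 0.188).

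FOSL2, a member of AP-1, rose by 1.91 ± 0.29 (dm-αKG, nES), 1.83 ± 0.27 (dm-αKG, hiTS) and 1.80 ± 0.27 (A-485, hiTS), although no AP-1 list was called (adjusted p = 0.801, 0.565 and 0.914). GADD45A, a growth arrest gene, rose in all 4 comparisons (1.09 ± 0.12 and 0.75 ± 0.12 in nES cells, 1.26 ± 0.12 and 1.16 ± 0.12 in hiTS cells), while BBC3, which promotes cell death, fell in hiTS cells (-1.26 ± 0.18 and -1.06 ± 0.17). PAX3 rose in hiTS cells (2.04 ± 0.19 and 1.08 ± 0.20) and NES, a neural progenitor filament, fell (-0.86 ± 0.11 and -0.83 ± 0.10). KLF3, a repressor, rose by 1.11 ± 0.10 and 1.09 ± 0.10 in hiTS cells and passed under neither compound in nES cells.

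One hypothesis was that treated nES cells had moved towards the hiTS profile before induction. It was tested by the correlation of each effect with the induction measured in the controls of the other arm. For A-485 this was 0.254 (0.296 among genes of at least 10 CPM). Genes the induction raised had a median change of 0.436 under A-485, and those it lowered one of -0.49. Of the 4 lists called by camera in both, however, only naive genes moved the same way, and 3 moved in opposite directions: ERK targets (10 of 10 up in the induction, 5 of 8 down under A-485), primed genes (11 of 13 up, 7 of 13 down) and p53 targets (10 of 14 down, 8 of 14 up). With an estimated correlation none of these 3 was called in either (A-485: adjusted p = 0.394, 0.398 and 0.217; induction: 0.0712, 0.256 and 0.256). The ERK targets cannot speak against a shift, since the treated nES cells were still in naive medium with the MEK inhibitor PD0325901. Only the counts of single primed and p53 genes thus speak against a shift of the whole profile. The trophectoderm list was not called (adjusted p = 0.456). Other explanations of the correlation were not tested. For dm-αKG the correlation was 0.014 over all genes and 0.127 among genes of at least 10 CPM. Genes the induction raised had a median change of 0.039, those it lowered 0.065 and all genes 0.009. Of 5 lists called in both, 3 moved the same way and 2 in opposite directions. The genes lowered by the induction thus did not fall in the median, but a small shift could be neither shown nor excluded.

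A further possibility was that the induction could arise by chance from any division of the 8 control libraries. Of the 35 splits into 4 and 4, only the split by stage, 1, called any gene (10221). The highest count of the others was 0. Every other split put both stages into each group, which widens the spread and holds the count low. The smallest share such a test can give is 1 in 35, so it cannot exclude chance.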
